# Genomics analysis of *Drosophila sechellia* response to *Morinda citrifolia* fruit diet

**DOI:** 10.1093/g3journal/jkac153

**Published:** 2022-06-23

**Authors:** Zachary Drum, Stephen Lanno, Sara M Gregory, Serena Shimshak, Will Barr, Austin Gatesman, Mark Schadt, Jack Sanford, Aaron Arkin, Brynn Assignon, Sofia Colorado, Carol Dalgarno, Trevor Devanny, Tara Ghandour, Rose Griffin, Mia Hogan, Erica Horowitz, Emily McGhie, Jake Multer, Hannah O'Halloran, Kofi Ofori-Darko, Dmitry Pokushalov, Nick Richards, Kathleen Sagarin, Nicholas Taylor, Acadia Thielking, Phie Towle, Joseph Coolon

**Keywords:** toxin resistance, *Morinda citrifolia*, noni, host specialization, RNA-seq

## Abstract

*Drosophila sechellia* is an island endemic host specialist that has evolved to consume the toxic fruit of *Morinda citrifolia*, also known as noni fruit. Recent studies by our group and others have examined genome-wide gene expression responses of fruit flies to individual highly abundant compounds found in noni responsible for the fruit’s unique chemistry and toxicity. In order to relate these reductionist experiments to the gene expression responses to feeding on noni fruit itself, we fed rotten noni fruit to adult female *D. sechellia* and performed RNA-sequencing. Combining the reductionist and more wholistic approaches, we have identified candidate genes that may contribute to each individual compound and those that play a more general role in response to the fruit as a whole. Using the compound specific and general responses, we used transcription factor prediction analyses to identify the regulatory networks and specific regulators involved in the responses to each compound and the fruit itself. The identified genes and regulators represent the possible genetic mechanisms and biochemical pathways that contribute to toxin resistance and noni specialization in *D. sechellia.*

## Introduction

Insects have intimate relationships with plants, ranging from pollination to parasitism, and mimicry to mutualism. One of the most common of these interactions is insect–host plant specialization. A well-studied example of this is the Seychelles Islands endemic fruit fly specialist *Drosophila sechellia* that feeds almost exclusively on the ripe fruit of the *Morinda citrifolia* or noni plant (Tsacas and Bachli 1981; Louis and David 1986; Matute and Ayroles 2014). *Drosophila*  *sechellia* is considered to be a banner species for specialization because its closest relatives are not specialists, and because it relies heavily on *M. citrifolia* at all of its life stages (Louis and David 1986; R’Kha *et al.* 1991, 1997; Lavista-Llanos *et al.* 2014). Additionally, aside from the ease of cultivating fruit flies in a lab, the ability of *D. sechellia* to hybridize with close relatives facilitated early genetic studies (R’Kha *et al.* 1991). Much interest in *D. sechellia* arises from the observation that ripe *M. citrifolia* fruit is highly toxic to other species of fruit flies yet *D. sechellia* is resistant to this toxicity (R’Kha *et al.* 1991; Andrade Lopez *et al.* 2017).

The main toxins of *M. citrifolia* fruit are volatile fatty acids, to which *D. sechellia* has evolved both high resistance and preference (Legal *et al.* 1992, 1994; Farine *et al.* 1996; Dekker *et al.* 2006; Matute and Ayroles, 2014). A number of studies have centered around the mechanisms of this toxin resistance, most with a focus on the fatty acid volatile octanoic acid (OA; R’Kha *et al.* 1991; Jones 1998; Lavista-Llanos *et al.* 2014; Lanno *et al.* 2017, 2019; Peyser *et al.* 2017; Lanno and Coolon 2019). The other primary fatty acid volatile found in noni fruit, hexanoic acid (HA), is also toxic (Farine *et al.* 1996; Peyser *et al.* 2017; Lanno and Coolon 2019) but less so than OA and is responsible for attracting *D. sechellia* to its host (Amlou, Moreteau, and David 1998). In that vein, recent work has shown that *D. sechellia* prefers the fruit of *M. citrifolia*, it has adapted to it nutritionally and relies on it for normal reproduction (Lavista-Llanos *et al.* 2014; Watanabe *et al.* 2019).

*Drosophila*  *sechellia* grows and reproduces better on *M. citrifolia* than other food sources in part because of adaptation to a lower carbohydrate to protein ratio (Watanabe *et al.* 2019), but also because of reliance on *M. citrifolia* for l-DOPA, a dopamine precursor (Lavista-Llanos *et al.* 2014). The results of Lavista-Llanos *et al.* (2014) explain the observation that maternal environment is more important for larval success in *D. sechellia* than genotype—it is the reliance on an external source of l-DOPA. Surprisingly, they also showed that dopamine confers toxin resistance in other Drosophilids, a result corroborated by Lanno *et al.* (2019). Additionally, the toxic environment in *M. citrifolia* fruit increases egg production in *D. sechellia* but decreases egg production in other *Drosophilae* (R’Kha *et al.* 1991). A gene expression study using microarrays found that *D. sechellia* fed *M. citrifolia* have increased expression of genes associated with egg production and fatty acid metabolism (Dworkin and Jones 2009). Additionally, *D. sechellia* have low levels of 3,4-dihydroxyphenylalanine (l-DOPA), a dopamine precursor, relative to other *Drosophila* species, likely due a mutation in the *Catsup* gene, which regulates the synthesis of l-DOPA from tyrosine. *Morinda*  *citrifolia* contains high levels of l-DOPA. When the l-DOPA in *M. citrifolia* is removed, *D. sechellia* produce fewer eggs. Thus, *D. sechellia* supplement their own low levels of l-DOPA with the l-DOPA found in *M. citrifolia* to increase egg production. In addition, this process allows the eggs to survive in the fruit’s toxic environment (Lavista-Llanos *et al.* 2014). Furthermore, *Drosophila*  *melanogaster* and *Drosophila*  *simulans* adult flies fed l-DOPA have increased resistance to OA (Lavista-Llanos *et al.* 2014; Lanno *et al.* 2019).

Many prior studies in other insects have focused on identifying genes important for insect specialization on specific host plants by using a genome-wide transcriptomic approach. This approach has been applied to investigations of insects in response to specific toxins found in their preferred host plant (Wang *et al.* 2015; Lanno *et al.* 2017, 2019; Li *et al.* 2019; Drum *et al.* 2022) while others investigated gene expression responses to the different host plant as a whole (Govind *et al.* 2010; Bansal *et al.* 2014; Hoang *et al.* 2015; Crava *et al.* 2016; De Panis *et al.* 2016; Birnbaum *et al.* 2017; Schweizer *et al.* 2017). Feeding on different food sources therefore differ in many ways (e.g. presence and concentration of many chemicals) but represent a more ecologically relevant condition. In this study, we compared transcriptomes of *D. sechellia* fed on a standard diet to a diet supplemented with rotten *M. citrifolia* fruit and compare to our prior work investigating gene expression responses to single chemicals found in *M. citrifolia* (Lanno *et al.* 2017, 2019; Drum *et al.* 2022). The rotten *M. citrifolia* represents a condition in which l-DOPA is preserved and toxicity to other Drosophilids due to OA and HA volatiles is not because microbial action reduces the volatile fatty acids in the fruit (David *et al.* 1989; Lavista-Llanos *et al.* 2014). We also analyze significantly differentially expressed genes (DEGs) from each treatment using software that examines shared regulatory motifs among DEGs to make predictions about which transcription factors (TFs) may be regulating the expression of DEGs in response to these different treatments. Therefore, we can make inferences about the role of each compound in altering gene expression in *D. sechellia* and compare the transcriptomic responses induced by each compound as well as identify regulatory networks that might be common to all chemical substances.

## Methods

### Fly strains and culture

*Drosophila sechellia* (14021-0428.25) flies were reared at low density on standard cornmeal medium under a 16:8 light:dark cycle maintained at 20°C.

### RNA-sequencing

Adult female 0- to 3-day-old *D. sechellia* 14021-0428.25 flies were fed control food (Carolina Biological Supply) or control food mixed with 1 g rotten *M. citrifolia* fruit pulp for 24 h. The *Morinda* fruit used in this experiment was harvested when fully ripe (white/gray in color and soft) from plants grown on site. The fruit was then aged in 1 L plastic containers with holes in the lid to allow air movement for 7 days at 25°C and 70% relative humidity. Seeds were removed and pulp homogenized before incorporation in food media. After treatment, flies were snap frozen in liquid nitrogen and stored at −80°C until RNA extraction. Three replicates were analyzed per treatment, with 10 flies per replicate, generating 3 control and 3 noni fed samples. RNA was extracted using the Promega SV total RNA extraction system with modified protocol (Promega; Coolon *et al.* 2013). RNA quality was determined using gel electrophoresis (Thermo Fisher Scientific, USA) and NanoDrop spectrophotometer (Thermo Fisher ScientificUSA). RNA was sent to the University of Michigan Sequencing Core Facility where mRNA selection was performed from total RNA using poly(A) selection. cDNA libraries were then sequenced using the Illumina Hiseq 4000 platform.

### BIOL310 genomics analysis

The genomics analysis of RNA-seq data presented in this manuscript was performed by 2 high school, 20 undergraduate, and 3 graduate students as part of a semester-long course at Wesleyan University called Genomics Analysis (BIOL310). This is the fourth such manuscript (see Lanno *et al.* 2017, 2019; Drum *et al.* 2022) generated from this Course-Based Undergraduate Research Experience (CURE) where the aim is to provide early-stage undergraduate students an opportunity for hands-on research experience with active participation in the process of scientific discovery. Students in the course learn through engaging with newly generated genomics data and use cutting-edge genomics analysis and bioinformatics tools engaging in a discovery-based independent study. Every student in the course contributed to every aspect of the analysis including quality control, bioinformatics, statistical analyses, write-up, and interpretation of the findings, providing their own unique perspective of the results and the text written by each and every student was combined into this manuscript with little modification.

After sequencing output files were obtained from the University of Michigan Sequencing Core (Table 1), .fastq files containing raw sequencing reads were uploaded to the Galaxy platform (Afgan *et al.* 2016) and an RNA-seq pipeline analysis was performed (Fig. 1) as previously described (Lanno *et al.* 2017, 2019; Drum *et al.* 2022). Briefly, reads were assessed for quality using FASTQC (Andrews 2010) and any overrepresented sequences were analyzed using NCBI Blast (Altschul *et al.* 1990). Bowtie2 was used for mapping reads to the appropriate reference genome for each species with default parameters (Langmead and Salzberg 2012), with the most recent genomes for each species available at the time of analysis acquired from Ensembl (www.ensembl.org, Yates *et al.* 2020; *D. sechellia*: Drosophila_sechellia.dsec_caf1.dna.toplevel.fa). The Bowtie2 output files were analyzed using Cuffdiff (Trapnell *et al.* 2013), for gene expression quantification and differential gene expression analysis using the aforementioned genome file along with the most recent annotated .gff3 file for each genome available at the time of analysis acquired from Ensembl (*D. sechellia*: Drosophila_sechellia.dsec_caf1.42.gff3). In Cuffdiff, geometric normalization and library size correction were performed, along with bias correction using the reference genome, giving an output of DEGs following false discovery rate multiple testing correction (Benjamini and Hochberg 1995, *q* < 0.05). Data were visualized using R. The list of DEGs was uploaded to geneontology.org for Gene Ontology (GO) term enrichment analysis (www.geneontology.org; Ashburner *et al.* 2000; Mi *et al.* 2019; Carbon *et al.* 2021). *Drosophila melanogaster* orthologs for each *D. sechellia* gene were downloaded using FlyBase (Thurmond *et al.* 2019). Data processing and visualization were performed in R (R Core Development Team 2020). The *D. melanogaster* orthologs for each DEGs after feeding on noni food were analyzed through the i-*cis*Target analysis software (https://med.kuleuven.be/lcb/i-cisTarget) to identify putative *cis*-regulatory sequences shared among DEGs (Herrmann *et al.* 2012; Imrichová *et al.* 2015). The top 10 all non-TATA unique sequence elements representing predicted TF binding sites and their downstream targets were then visualized with Cytoscape (https://cytoscape.org/; Shannon *et al.* 2003). DEGs following *D. sechellia* exposure to OA, HA, or l-DOPA were downloaded from the literature (Lanno *et al.* 2017, 2019; Drum *et al.* 2022). Gene overlap testing was performed using the “GeneOverlap” package in R (Shen 2021) with *D. melanogaster* orthologs.

**Fig. 1.**
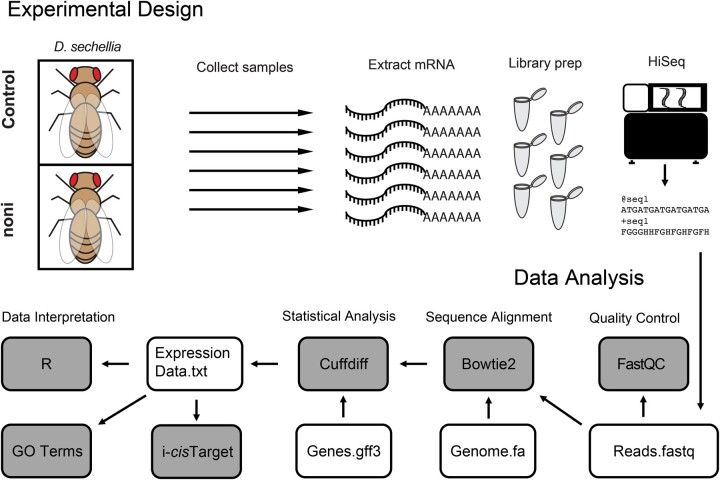
Experimental design and bioinformatics pipeline. Female *D. sechellia* were exposed to either control food or food supplemented with rotten noni fruit. RNA was extracted, underwent polyA selection, library preparation, and sequencing. Raw-sequencing reads were checked for quality using FastQC, and then aligned to the *D. sechellia* reference genome-with Bowtie2. Differential expression testing was performed using Cuffdiff, and expression data were analyzed using R, Gene ontology, and i*cis*-Target.

**Table 1.** Samples, mapped reads, and read lengths for each sequencing library.

Sample	ID	No. of reads	No. of mapped reads	% Mapped	Read length (nt)
Control 1	76332	19,222,060	18,496,450	96.23	65
Control 2	76333	20,704,811	19,440,620	93.89	65
Control 3	76334	17,696,868	17,123,579	96.76	65
Noni 1	76350	18,937,596	17,939,488	94.73	65
Noni 2	76351	16,870,429	15,801,506	93.66	65
Noni 3	76352	14,595,340	14,181,949	97.17	65

**Table 2.** DEGs in *D. sechellia* in response to noni treatment.

No. of DEGs	No. of upregulated	No. of downregulated	No. of *D. melanogaster* orthologs
503	179	324	426

## Results

### Identifying genes that are regulated in response to noni fruit diet

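Adult female *D. sechellia* were kept for 24 h on control food or on control food mixed with 1 g of rotten noni pulp. RNA of 10 flies per sample was selected for poly(A) and sequenced, with 3 libraries per diet and reads of 65 nt. By the paper's Table 1, between 17123579 and 19440620 reads mapped in the control libraries, with a median of 18496450. In the noni libraries between 14181949 and 17939488 reads mapped, with a median of 15801506. The totals were 55060649 reads for control and 47922943 reads for noni. The authors mapped the reads with Bowtie2 to the genome build dsec_caf1. Cuffdiff then gave 1 FPKM value (fragments mapped, scaled for transcript length and library size) for each gene and diet, with geometric normalization, library size correction and bias correction. The authors' deposited table lists these values, a test statistic, a p-value and a q-value for 17273 genes. It holds no value of a single library, so no SD can be given for any gene and the spread between the 3 libraries of a diet enters only through the p-values. Cuffdiff tested 11310 of the genes, and the other 5963 carry the status NOTEST and have no test. The lowest mean FPKM of a tested gene was 1.15. From the FPKM values, the log2 ratio of noni to control was computed for each gene, and from the p-values the q-values were computed again by the Benjamini-Hochberg method over the genes tested. A gene listed at 0 FPKM in a diet is given without a ratio. For the median of a list of genes, 1 FPKM was added to both values. *D. melanogaster* names were taken from the ortholog columns of Supplementary Tables 1 to 6, and positions are on the scaffolds of dsec_caf1.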

To identify the genes expressed differently when adult *D. sechellia* flies are fed a diet of control food (instant *Drosophila* media) compared to flies fed control food supplemented with rotten noni fruit, we used RNA-seq. Statistical analyses of genome-wide gene expression in these 2 diets identified 503 significantly DEGs (Fig. 2). Of these DEGs, 179 were upregulated in response to noni fruit and 324 DEGs were downregulated (Table 2). Of these 503 DEGs, 421 had annotated *D. melanogaster* orthologs. 

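The recomputed q-values were under 0.05 for 503 genes, 4.45% of the genes tested. For all 17273 genes the result matched the call in the authors' deposited table. Without adjustment, 1941 genes had a p-value under 0.05, where 565.5 would be expected by chance. The p-values in the authors' deposited table are whole multiples of 5e-05. The smallest one is shared by 208 genes, which therefore all have the recomputed q-value of 0.00272 and cannot be ranked by it. The other 295 genes called had larger p-values, up to 0.0022 in the authors' deposited table. Among the other settings, Bonferroni adjustment moved the count the most, to 0 genes, because its lowest adjusted p-value over 11310 tests is 0.566. At a q-value under 0.01 the count was 262 genes. Counting genes with the same locus once gave 502. The median log2 ratio of noni to control over the genes tested was 0.05, with quartiles of -0.20 and 0.25, and 55.3% of them were higher on noni. The paper takes the genes called as the response to the noni diet and carries them into its later comparisons.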

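The recomputed calls divided into the same 179 and 324 genes. Centring was done on statistics implied by the p-values, not on the deposited test statistics. Each p-value was turned into a normal quantile, and the spread that it implies with the log2 ratio was kept. For genes at the smallest p-value this spread is only an upper limit. Genes at 0 FPKM in a diet kept their p-value. Centring on the median of the genes tested changed the split to 138 upregulated and 406 downregulated genes. The median log2 ratio was 0.73 among the upregulated genes and -0.89 among the downregulated genes, over the 178 and 294 genes with FPKM above 0 in both diets. Among genes called with at least 1 FPKM in both diets, the largest rise was that of GM16821, the ortholog of *CG31926*, on scaffold 14 from 1442868 to 1444100. Its log2 ratio was 2.98, followed by *Mur11Da* (GM11592) at 2.97, *Cp18* (GM25085) at 2.95, *CG42296* (GM16572) at 2.94 and GM15038, which has no named ortholog, at 2.56. The largest fall was that of *Ctr1B* (GM23723) on scaffold 0 from 17684867 to 17685929. In the authors' deposited table it is listed at 759 FPKM in control and 36.9 FPKM in noni. Its log2 ratio was -4.36, and *Sry-alpha* (-3.99), *dunk* (GM16160, -3.90), *CG10035* (GM26018, -3.49) and *phu* (GM23808, -3.26) followed. Recomputed q-values were 0.00272 for 8 of these 10 genes. The q-value was 0.0119 for *dunk* and 0.0216 for GM15038. A further 30 downregulated genes are listed at 0 FPKM in noni, and 1 upregulated gene is listed at 0 FPKM in control.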

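In the supplementary copy of the table of genes, which holds 1998 of the 17273 genes deposited, each of the genes called was found. An ortholog was listed for 426 of them, 84.7%, of which 155 were upregulated and 271 downregulated. Exactly 1 ortholog was listed for 384 genes and more than 1 for the other 42. The 77 genes called without an ortholog listed in this copy were 24 upregulated and 53 downregulated genes, and 33 of them were rRNA or snoRNA genes. A gene among the 77 can have an ortholog in the paper's other tables, as GM25085 does (*Cp18*, in those for HA and OA). The median log2 ratio of the downregulated genes was -0.89 with an ortholog and -0.87 without. Among the upregulated genes it was 0.71 with an ortholog and 0.82 without.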

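The class of each RNA gene was read from its name in the authors' deposited table. Of the genes named 5.8S rRNA, 97 were tested, and 92 of these were lower on noni and 5 higher. The 27 called genes were all lower, with log2 ratios from -1.34 to -0.76 and a median of -0.86. At an unadjusted p under 0.05 there were 81. The median log2 change of the class, with 1 FPKM added, was -0.69. Summed over all genes of the class, tested or not, the FPKM on noni was 0.633 of that on control. These genes are between 88 and 180 nt long and are near-identical copies, so reads can be divided among them and the value of a single copy is uncertain. Of 26 tested 5S rRNA genes, 25 were lower on noni, and the 4 called genes are each listed at 0 FPKM in noni. The median log2 change of the 5S rRNA genes was -1.92. Together, 31 genes of these classes were called. Of 27 snRNA genes tested, none was called or had an unadjusted p under 0.05, a count of 0, and their median log2 change was -0.10. None of the 312 tRNA genes was tested.

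**Figure D1:**
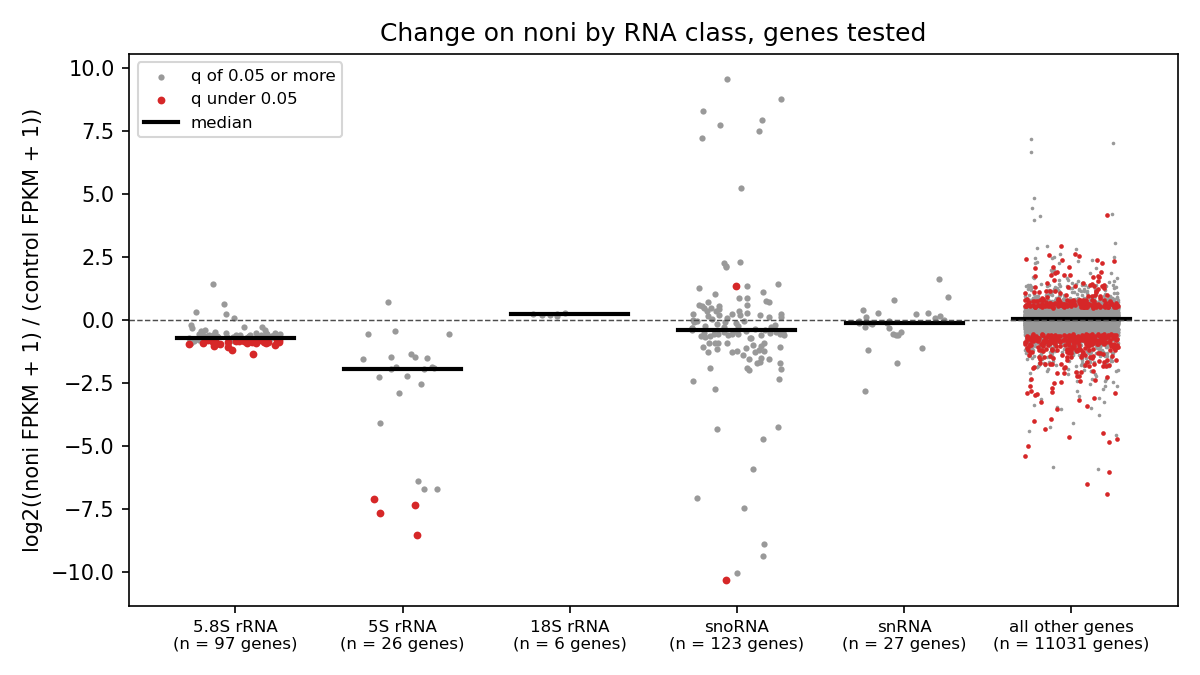
Log2 change between the diets (vertical axis, 1 FPKM added to both values) of each gene tested, by RNA class (horizontal axis). Each point is 1 gene, red where the recomputed q-value was under 0.05, and black lines are class medians. The 5.8S rRNA genes lie mostly below 0, with a median of -0.69, the 6 18S rRNA genes lie above 0, and the snoRNA genes spread to both sides.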

Of the 82 DEGs without annotated *D. melanogaster* orthologs, 31 DEGs were 5.8S rRNA genes, all of which were downregulated (Table 1). Five of the DEGs had uncertain orthologs based on the presence of paralogs in one or more species were removed for further analysis. For the remainder of the analysis, only genes with *D. melanogaster* orthologs were used so annotation for the identified genes could be utilized.

**Fig. 2.**
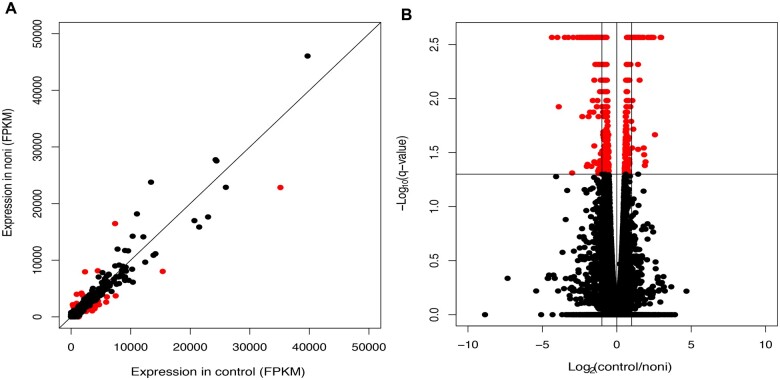
Noni treatment alters genome-wide gene expression in adult *D. sechellia*. a) After RNA-sequencing of *D. sechellia* females fed noni fruit, expression of genes (FPKM) in control are shown on the *X*-axis, with expression of each gene on the *Y*-axis. Genes that are significantly differentially expressed in noni treatment are shown in red. b) Volcano plot of DEGs are shown, with Log_2_(control/noni) on the *X*-axis, and -Log_10_(q-value) on the *Y*-axis. Significantly DEGs are shown in red.

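Over the 472 genes called with FPKM above 0 in both diets, log2 ratios of noni to control ran from -4.36 to 2.98. A log2 ratio of at least 1 in size was found for 53 upregulated and 117 downregulated genes. The smallest change called was 0.53 for upregulated genes and 0.55, in size, for downregulated genes. The median FPKM on control food was 27.9 for upregulated and 114 for downregulated genes, calculated from the authors' deposited table. The median locus length was 2224 nt for upregulated genes and 1028.5 nt for downregulated genes, against 1624.5 nt for the genes tested.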

In order to identify possible functional enrichment among the genes responsive to noni fruit diet, GO term analysis was performed on up- and downregulated gene sets separately (Fig. 3). 

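From a list of 35 genes with maternal or germline function, written before the data were examined, 11 could be matched to genes by the names in the tables, so no median is given for it. All of these 11 genes were tested, and 10 of them were higher on noni. For 5 of the 11 the name came from no table of DEGs, and of these 4 were higher and 1 lower. The names of the 4 genes called were found through the paper's table of DEGs, so their number carries no weight. They were all higher: *otu* (GM21279), with a log2 ratio of 0.68 and a recomputed q-value of 0.00272, *sub* (GM19953) at 0.67 with q = 0.00863, and the neighbouring genes GM11105 and GM18973. The latter are both listed as orthologs of *cana* and *cmet*, with reads that the counting could have divided between them, and had log2 ratios of 0.64 (q = 0.0163) and 0.53 (q = 0.0439). GM18973 was not called (q = 0.0748) when the statistics implied by the p-values were centred on the median of the genes tested. With centring by locus length, added after the data had been seen, GM11105 (q = 0.0777) and GM18973 (q = 0.170) were not called and *aub* was called lower (q = 0.0393). *nos* (0.43, q = 0.252), *bcd* (0.59, q = 0.103) and *plu* (0.37, q = 0.323) were higher without reaching the threshold, and *aub* (GM11225) was lower, at -0.45 with q = 0.125.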

The most significantly enriched biological process GO terms from the upregulated DEGs included female gamete generation (GO:0007292, *P* = 1.32e-08), sexual reproduction (GO:0019953, *P* = 3.06e-07), cell cycle process (GO:0022402, *P* = 8.84-07), chromosome organization (GO: 0051276, *P* = 2.20e-06), chorion-containing eggshell formation (GO:0007304, *P* = 6.26e-06), oogenesis (GO:0048477, *P* = 1.22e-05), cell differentiation (GO:0030154, *P* = 4.27e-05), and epithelial cell development (GO:0002064, *P* = 7.22e-05, Fig. 3a) consistent with prior genomics and functional studies in *D. sechellia* that showed increased egg production in response to feeding on noni (R’Kha *et al.* 1991, 1997; Lavista-Llanos *et al.* 2014; Lanno and Coolon 2019). The most significantly enriched cellular component GO terms from upregulated DEGs included egg chorion (GO:0042600, *P* = 3.58e-08), external encapsulating structure (GO:0030312, *P* = 4.43e-08), chromosome (GO:0005694, *P* = 5.04e-06), and nonmembrane-bounded organelle (GO:0043228, *P* = 1.15e-05, Fig. 3b). 

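Of 20 chorion genes listed before the data were examined, 17 could be matched by name and all of these were tested. All 17 were higher on noni, with log2 ratios from 0.33 for *Cp15* (GM25086) to 2.95 for *Cp18*, and 14 were called, also when q-values were adjusted over the list alone. The median log2 change with 1 FPKM added was 1.57. Among 10000 random lists of the same size matched on mean FPKM, this median was at percentile 100, a description of these libraries that has no replicate behind it. It was 1.54 when centred on the median of all genes with a mean of at least 1 FPKM. All names of the matched genes come from the paper's tables of DEGs of the 4 treatments, which favours genes that changed in one of them. *Cp16* (GM25088) had a log2 ratio of 2.28, *Cp19* (GM25087) of 2.08, *Cp36* (GM21626) of 1.26 and *Cp38* (GM21647) of 0.97. The recomputed q-value was 0.0163 for *Cp38* and 0.00272 for the other 3. The genes not called were *Cp15* (q = 0.615), *yellow-g* (GM14127, 0.35, q = 0.331) and *yellow-g2* (GM14481, 0.36, q = 0.299). Of 12 vitelline membrane genes, 8 could be matched, also by these tables alone, all higher, and only *Vm32E* (GM11107) was called, with a log2 ratio of 0.77 and q = 0.00272. The yolk protein genes *Yp1* (GM11404) and *Yp2* had log2 ratios of 0.83 and 0.72 without being called (q = 0.790 and 0.781). The paper relates the eggshell and oogenesis terms to egg production that rises when this species feeds on noni.

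**Figure D2:**
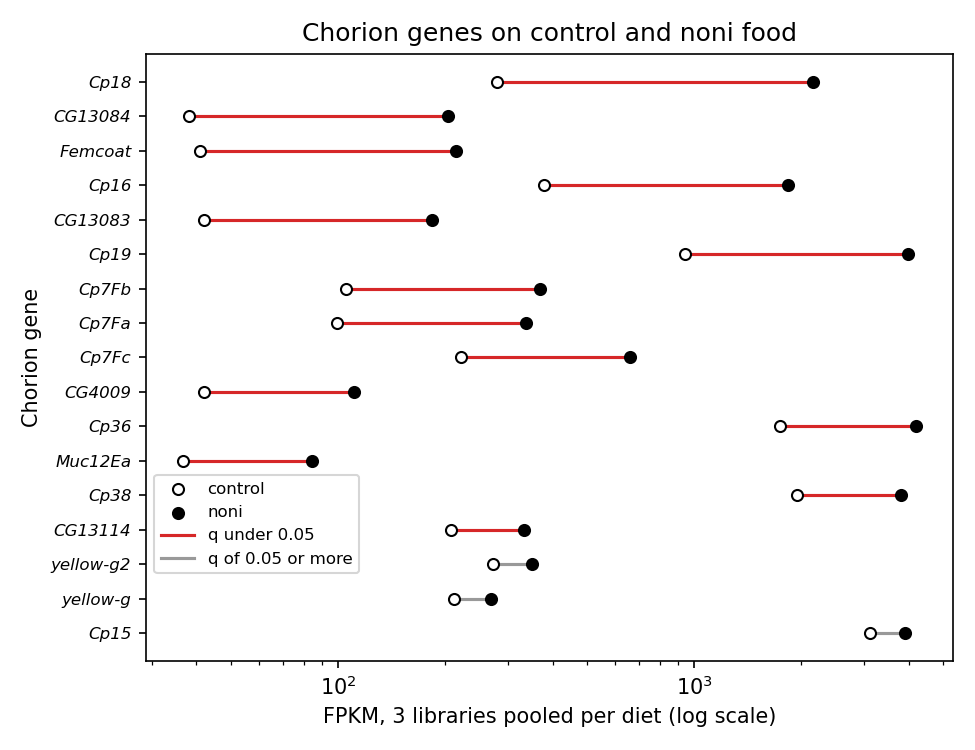
FPKM of the 17 chorion genes (horizontal axis, log scale), with open circles for control and filled circles for noni, calculated by the authors from 3 libraries pooled per diet. Lines are red where the recomputed q-value was under 0.05, and every gene is higher on noni, by the least for *Cp15*.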

No significant enrichment of molecular function GO terms was found for upregulated DEGs. The most significantly enriched molecular function GO terms from downregulated genes were alkaline phosphatase activity (GO:0004035, *P* = 2.53e-03), hydrolase activity, hydrolyzing O-glycosyl compounds (GO:0004553, *P* = 5.53e-03), hydrolase activity, acting on glycosyl bonds (GO:0016798, *P* = 8.43e-03), and hydrolase activity (GO:0016787, *P* = 4.66e-02, Fig. 3c). 

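Alkaline phosphatase names could be matched to 4 genes, 7 of the 25 names on the list, so the list has no median. All 4 genes were lower on noni. Their names were found only through the paper's tables of DEGs, so it carries no weight that all 4 were also called. *Alp4* (GM12919) had a log2 ratio of -0.91 (q = 0.00272), GM13909 (*CG10592*) of -0.89 (q = 0.00272), GM15654 (*Alp2* and *Alp8*) of -0.88 (q = 0.0353) and GM14710 (*CG5150*) of -0.85 (q = 0.00272). GM14710 and GM13909 are neighbours on scaffold 2. Among enzymes that cleave glycosyl bonds, *Mal-A7* had a log2 ratio of -2.65 and *Mal-A1* of -1.67, both with q = 0.00272. *Mal-A4* (-0.87, q = 0.00272) and GM12683 (*LManV* and *LManVI*, -0.88, q = 0.00272) were also called. *Mal-A2* (-0.31, q = 0.391), *Mal-A3* (-0.43, q = 0.183) and *Mal-A5* (-0.01, q = 0.988) were lower without being called. Of 45 names with midgut digestive function on a list written before the data were examined, 19 were matched, to 18 genes, all lower, and 11 of them were called. For 8 of the 18 the name came from a source other than the tables of DEGs. The other names come from these tables, so the number called carries little weight.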

The most significantly enriched cellular component GO terms from downregulated DEGs were extracellular region (GO:0005576, *P* = 4.31e-06), cell surface (GO:0009986, *P* = 4.57e-04), plasma membrane (GO:0005920, *P* = 8.77e-03), smooth septate junction (GO:0005920, *P* = 2.83e-02), and nucleus (GO:0005634, *P* = 4.49e-02, Fig. 3d, Supplementary Tables 7 and 8). No significant enrichment of biological processes GO terms was found for downregulated DEGs.

**Fig. 3.**
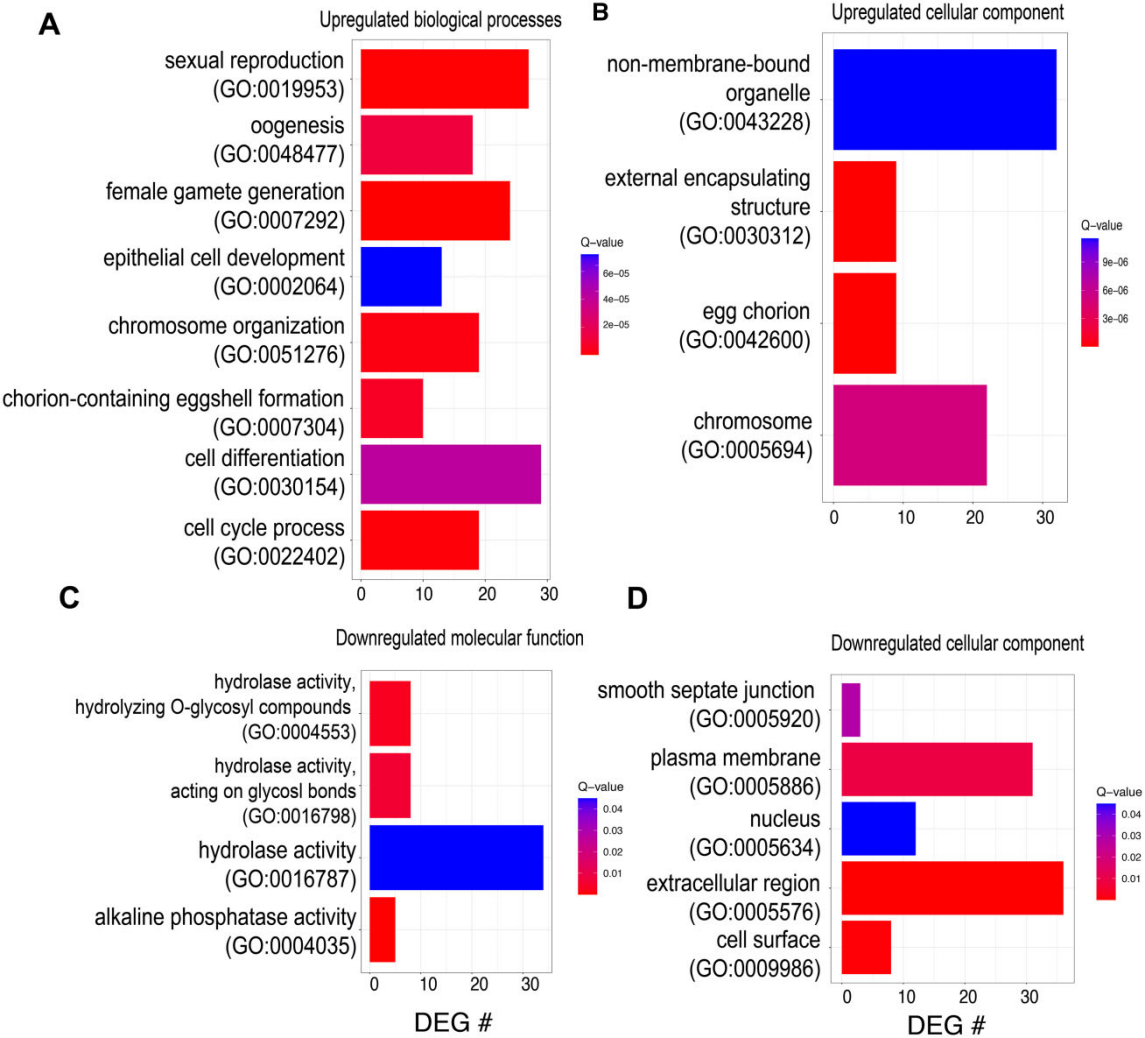
GO analysis of DEGs in response to noni fruit. See Supplementary Tables 7 and 8 for complete lists. a and b) Upregulated DEGs analyzed for enriched GO processes. a) Upregulated DEGs are enriched for several cellular components, including nonmembrane-bound organelle, external encapsulating structure, egg chorion, and chromosome. b) Upregulated DEGs are enriched for several biological processes, including sexual reproductive processes, eggshell formation, and cell cycle processes. c and d) Downregulated DEGs analyzed for enriched GO processes. c) Downregulated DEGs and enriched for several cellular components, including smooth septate junction, plasma membrane, nucleus, extracellular region, and cell surface. d) Downregulated DEGs are enriched for several molecular functions, including hydrolase activity and alkaline phosphatase activity.

### Investigating the regulatory network(s) of DEGs responding to noni fruit diet

Identified DEGs were analyzed using i-*cis*Target to determine which TFs may be involved in regulating gene expression upon feeding on rotten noni. Predicted TFs from DEGs that responded to noni treatment were *Adf1*, *GATAd*, *GATAe*, *grn*, *ham*, *pnr*, *sd*, *single-minded* (*sim*), *srp*, and *zld* (Supplementary Fig. 2). This analysis predicted all 5 GATA family TFs as regulators of DEG expression (*GATAd*, *GATAe*, *grn*, *pnr*, *srp*). 

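Of the 5 GATA factors, *GATAd*, *GATAe* and *srp* were tested in the noni comparison and none was called, while 2 were under an unadjusted p of 0.05. *GATAd* (GM18170) had a log2 ratio of 0.50 with a recomputed q-value of 0.0912, and *srp* (GM24275) of 0.48 with q = 0.132. *GATAe* (GM24276) was lower, at -0.46 with q = 0.315. Adjusted over the list alone, 2 would be called. The list's median log2 change over these 3 genes was 0.45, at percentile 97.0 of matched random lists and at 55.2 without a minimum FPKM. *pnr* (GM24279) and *grn* (GM26366) were not tested, and the authors' deposited table lists both at under 1 FPKM in either diet.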

GATA factors are important in dietary restriction (Dobson *et al.* 2018) and gut stem cell maintenance (Okumura *et al.* 2005), and a possible role in egg formation in insects (Liu *et al.* 2019) making them excellent candidates for roles in evolved responses to altered diet and downstream effects of diet on egg production. Of the predicted TFs responding to noni treatment, only *sim*, a transcriptional repressor involved in nervous system development was significantly upregulated in *D. sechellia* (Estes *et al.* 2001; Supplementary Fig. 1). 

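*sim* (GM24085) lies on scaffold 0 from 13093715 to 13098615. In the authors' deposited table it is listed at 4.78 FPKM in control and 11.5 FPKM in noni. Its log2 ratio was 1.27 and its recomputed q-value was 0.00272. With 1 FPKM added to both values its log2 change was 1.12, higher than that of 98.7% of the genes tested. With both predictions, for upregulated and downregulated DEGs, 20 TFs were named in Supplementary Tables 5 and 6, of which 12 were tested. Only *sim* was called among them, and 4 had an unadjusted p under 0.05, and 4 were called when adjusted over the list alone. The study predicted these TFs from the DEGs of the same libraries, so the adjustment over the list is not independent evidence. Besides *sim*, *GATAd*, *srp* and *zld* (GM22706, log2 ratio 0.47, q = 0.104) made up these 4.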

Of the 31 DEGs predicted to be regulated by *sim* in noni treatment, 23 are downregulated (Supplementary Fig. 2).

### Comparing DEGs responsive to noni fruit, OA, HA, and l-DOPA

The unique niche that *D. sechellia* utilizes by specializing to feed almost solely on noni fruit includes multiple highly abundant plant chemicals including OA, HA, and l-DOPA (Legal *et al.* 1994; Farine *et al.* 1996; Andrade Lopez *et al.* 2017). Genome-wide gene expression investigations of responses to each of these individual chemicals were published previously (Lanno *et al.* 2017, 2019; Drum *et al.* 2022). Comparing the separate transcriptional responses of *D. sechellia* to the individual chemicals with *D. sechellia* fed noni fruit may help elucidate how they evolved to specialize on this toxic fruit. Previous studies investigated the transcriptional response of *D. sechellia* to OA (Lanno *et al.* 2017), HA (Drum *et al.* 2022), and 3,4-dihydroxyphenylalanine (l-DOPA, Lanno *et al.* 2019). DEGs that do not have annotated *D. melanogaster* orthologs in FlyBase were found to be many members of different RNA classes. 

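On noni, 123 of 242 snoRNA genes were tested, 77 of them lower and 46 higher, with a median log2 change of -0.37. Of these, 2 were called, in opposite directions. The gene snoRNA:GM27480 on scaffold 1 was higher, with a log2 ratio of 1.37, while snoRNA:GM27560 on scaffold 3 from 5339782 to 5339862 is listed at 0 FPKM in noni. All 6 genes named 18S rRNA were tested and were higher on noni, with log2 ratios from 0.16 to 0.28. None of them was called or had an unadjusted p under 0.05, a count of 0, and their smallest recomputed q-value was 0.916.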

Upon OA, l-DOPA, and noni treatment, several 5.8SrRNAs, snoRNAs, and 18SrRNAs were all downregulated. In contrast, upon HA treatment several 5.8SrRNAs were upregulated (Supplementary Table 3). Analyzing DEGs in each treatment with annotated *D. melanogaster* orthologs yields 8 DEGs that were significantly differentially expressed in all 4 treatments and all 8 genes were downregulated (Fig. 4). The antimicrobial peptides *Defensin*, *GNBP-like3*, *edin* were significantly downregulated in all 4 treatments, as was the TF *Neu2*, as well as other genes: *Sry-alpha*, *CG14915*, *CG15876*, and *CG6885*. 

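In the noni comparison all 8 genes were called, each with the recomputed q-value of 0.00272. *Defensin* (*Def*, GM20557) had a log2 ratio of -1.44, *edin* (GM25706) of -1.75, *GNBP-like3* (GM22021) of -1.68 and *Sry-alpha* of -3.99. The remaining 4, *Neu2* (GM22138), *CG14915* (GM18840), *CG15876* (GM13954) and *CG6885* (GM14989), are listed at 0 FPKM in noni. In control, the authors' deposited table lists these 4 at 2.30, 40.6, 6.43 and 4.29 FPKM. The control values argue against separate control libraries for noni, L-DOPA and HA, as described under the other observations. Falls in these treatments are therefore not independent observations.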

Gene expression responses in *D. sechellia* exposed to rotten noni or l-DOPA treatment yielded 173 genes in common. Of these 173 genes, 149 genes were significantly differentially regulated in the same direction in both treatments. The TF *sim* was upregulated in both noni and l-DOPA treatments. Interestingly, only 25 of 127 genes differentially expressed in OA treatment (Lanno *et al.* 2017) were specific to only OA treatment and not to other compounds from noni fruit. 

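Neither of the genes *E(spl)mgamma-HLH* and *AttA* was called in the noni comparison. *AttA* (GM21567) was lower on noni, with a log2 ratio of -0.74 and a recomputed q-value of 0.182. The gene listed as *E(spl)mgamma-HLH* (GM10294) is at 0 FPKM in both diets in the authors' deposited table and was not tested.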

The 2 medium chain fatty acids OA and HA shared only 2 DEGs [*E(spl)mgamma-HLH and AttA*] between them that were specific to only fatty acid treatment and not l-DOPA or rotten noni (Supplementary Tables 1–4).

**Fig. 4.**
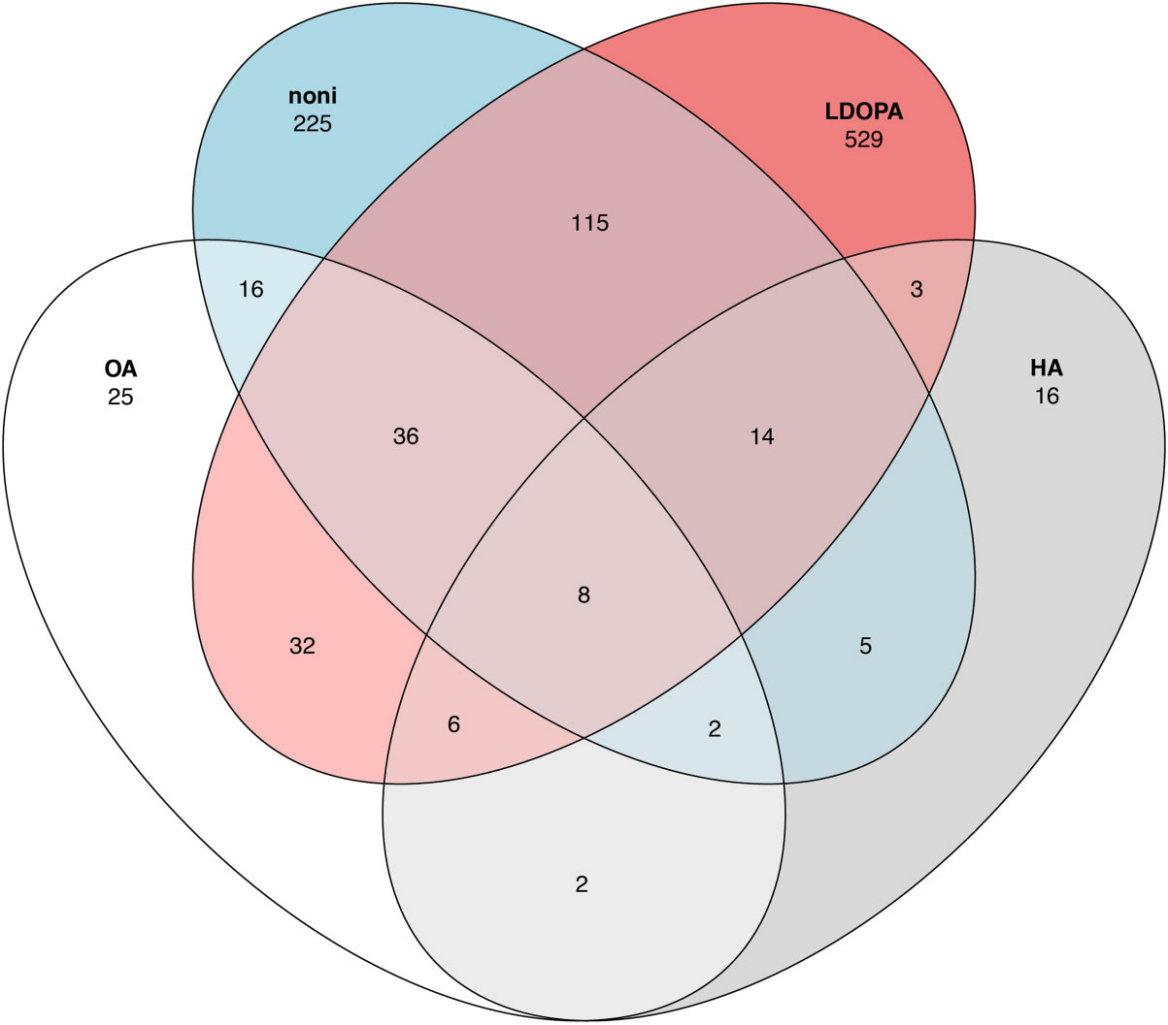
Overlap of significantly DEGs in response to components of noni fruit. DEGs changing expression in response to OA (white), HA (gray), noni (blue), and l-DOPA (red). Overlaps of shared DEGs are shown, as are DEGs specific to each treatment.

Overlap significance testing was performed to compare the number of significant DEGs found between each treatment with the “GeneOverlap” package in R (Shen 2021). 

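The authors' deposited table of the noni comparison holds 17273 genes at 16344 distinct loci, and 1517 genes share the locus field with another gene. Of these genes, 2949 are listed at 0 FPKM in both diets, so they could not be called. The genes that could be called are the 11310 tested.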

*Drosophila sechellia* had 17,275 annotated genes in its genome and 13,095 genes with annotated *D. melanogaster* orthologs, so 17,275 was used for the genome size measurement. l-DOPA treatment resulted in 743 DEGs, noni treatment yielded 421 DEGs, OA caused 127 DEGs, and HA treatment resulted in 56 DEGs (Fig. 4). l-DOPA and noni treatments had 173 overlapping DEGs between these treatments (Fisher’s exact test, *P* = 1.9e-127), noni and OA treatments had 62 overlapping DEGs between these treatments (Fisher’s exact test, *P* = 2.9e-66), and noni and HA treatments had 29 overlapping DEGs between these treatments (Fisher’s exact test, *P* = 2.6e-32). We compared between previously analyzed treatments: OA and HA, which had 18 overlapping DEGs (Fisher’s exact test, *P* = 1.9e-25), OA and l-DOPA treatments had 82 overlapping DEGs (Fisher’s exact test, *P* = 9.7e-81), and HA and l-DOPA treatments had 31 overlapping DEGs (Fisher’s exact test, *P* = 4.8e-28). The overlap for every pairwise comparison of DEGs between all 4 treatments was significant suggesting that there may be common regulatory changes that evolved in *D. sechellia* controlling similar gene expression responses to different aspects of their host food species.

### Comparing predicted TFs among treatments

Significantly DEGs identified in previous studies that examined OA, l-DOPA, and HA exposure in adult female *D. sechellia* flies (Lanno *et al.* 2017, 2019; Drum *et al.* 2022) and were used for i-*cis*Target analysis in addition to DEGs we identified here in response to noni and we predicted TFs that control the plasticity of these DEGs. For this analysis, all DEGs, both up- and downregulated were used for all 4 treatments (OA, l-DOPA, HA, and noni). The TF *zelda* (*zld*) was predicted to regulate the expression of genes in all 4 treatments (Fig. 5). All 5 GATA family of TFs (*grn*, *pnr*, *GATAd*, *GATAe*, and *srp*) were predicted to regulate expression in both noni and l-DOPA treatments, and *srp* was also predicted to regulate expression in HA treatment. *sim* (*single-minded*) was predicted to regulate expression in noni, OA, and HA treatments. The TFs *Relish* (*Rel*), *Hsf*, and *Blimp-1* were predicted to regulate expression in both OA and HA treatments. Additionally, *GATAd* expression was significantly increased in l-DOPA treatment, *sim* expression was significantly increased in both l-DOPA and noni treatments, and *dl* expression was significantly increased in l-DOPA treatment (Supplementary Tables 1 and 2). Predicted regulatory networks for each treatment can be found in Supplementary Fig. 3.

**Fig. 5.**
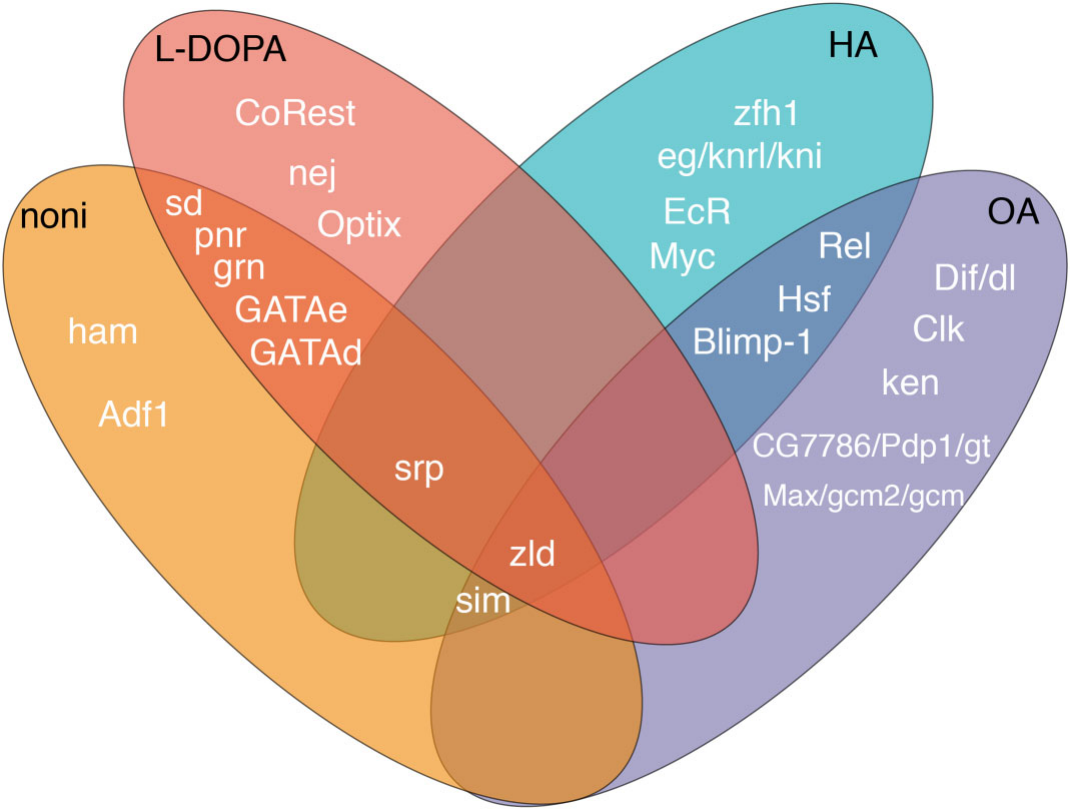
Several TFs are predicted to be involved in the response to multiple components of noni fruit. TFs predicted by i-*cis*Target analysis to regulate DEG expression in noni, l-DOPA, HA, and OA treatments in *D. sechellia* are shown. The GATA family of TFs (pnr, grn, GATAe, GATAd, and srp) is predicted to regulate DEG expression in both noni and l-DOPA treatment, with srp also being predicted in HA treatment. Zelda is predicted to regulate expression of DEGs in all 4 treatments. Single-minded is predicted to regulate DEG expression in noni, l-DOPA, and OA treatment. Rel, Hsf, and Blimp-1 are predicted to regulate DEG expression in both OA and HA treatments. Predicted regulatory networks for each treatment are found in Supplementary Fig. 3.

## Discussion

Examining an organism’s genome-wide gene expression response to different environmental conditions can inform how organism physiology is modified to increase fitness in an environment-specific manner (Coolon *et al.* 2009; De Nadal *et al.* 2011). Comparing the physiology that allows *Drosophila sechellia* to feed on toxic *M. citrifolia* fruit to generalist susceptible sister species is an excellent model to study how insects evolve to specialize on toxic resources (Vogel *et al.* 2014). The chemicals found in noni fruit have driven the specialization of *D. sechellia* to its host, as *D. sechellia* has become resistant to the toxic volatile OA, is attracted to the fruit by toxic volatile HA, and utilizes consumed l-DOPA found in noni fruit to facilitate dopamine biosynthesis (Lavista-Llanos *et al.* 2014). Previous studies examined the whole organism transcriptional response to these separate components of noni fruit that has driven specialization (Lanno *et al.* 2017, 2019; Drum *et al.* 2022), and by comparing these transcriptional responses to the transcriptional response to noni fruit alone, we can better understand which responses are specific and which are more general in the evolution of *D. sechellia* noni specialization.

Genes involved in reproductive processes are upregulated in response to noni, l-DOPA, and HA, and genes involved in egg chorion formation are significantly enriched in noni treatment, but significantly downregulated in OA treatment. To better understand how *D. sechellia* has specialized on ripe noni fruit, which contains OA and HA volatiles, understanding the transcriptional response to all components in noni fruit together is necessary. *Drosophila sechellia* selectively oviposits on noni fruit and this increase in proteins involved in egg formation and development is consistent with the evolved reproductive traits for this species when it feeds on noni fruit (R’Kha *et al.* 1997; Lavista-Llanos *et al.* 2014).

The expression of many rRNAs is significantly downregulated in response to both OA and noni treatment, whereas several rRNAs are upregulated in response to HA treatment (Lanno *et al.* 2017; Drum *et al.* 2022). rRNA synthesis is induced by Ras/Erk signaling in *Drosophila* (Sriskanthadevan-Pirahas *et al.* 2018), and Myc and Max are predicted to regulate DEG expression in HA and OA treatments, respectively (Fig. 5). Future work examining how rRNA synthesis and protein translation are involved in the specialization of *D. sechellia* to noni fruit may elucidate a role for these genes in specialization on noni.

Previous studies examining gene expression responses in *D. sechellia* to the volatile fatty acids in noni fruit have focused on examining all of the DEGs in response to either OA or HA treatment to identify genes involved in evolved toxin resistance (Lanno *et al.* 2017, 2019; Drum *et al.* 2022). Interestingly, only 19.7% and 28.9% of DEGs found in these studies are responding specifically to OA or HA treatment, respectively, and only 2 genes are found that respond to both OA and HA treatment but no other treatments. In order to better understand how insects evolve gene expression responses to plant secondary defenses, it is helpful in laboratory studies to not only examine the response to the toxic chemical but to examine the wider context of response that more accurately portrays how this interaction would happen in nature where all compounds are experienced simultaneously, similar to that previously described in other species (Govind *et al.* 2010; Bansal *et al.* 2014; Hoang *et al.* 2015; Crava *et al.* 2016; De Panis *et al.* 2016; Birnbaum *et al.* 2017; Schweizer *et al.* 2017). The genetic basis of the resistance of *D. sechellia* to OA is polygenic, with the locus conferring the most resistance to OA residing on chromosome 3R (Hungate *et al.* 2013). Previous work has shown that the knockdown of *Osi6*, *Osi7*, and *Osi8* in adulthood, which reside on this locus, drastically decreases survival to OA (Andrade Lopez *et al.* 2017). Expression of *Osi6* and several other *Osiris* genes are significantly increased in *D. sechellia* in response to OA (Lanno *et al.* 2017), and *Osi6* is one of the 25 DEGs found only in OA and not in response to any of the other noni components. However, *esterase 6* (*Est-6*) RNAi has been previously shown to alter survival in *D. melanogaster* exposed to OA and the activity of esterase enzymes has previously been shown to be involved in OA resistance (Lanno *et al.* 2017, 2019; Lanno and Coolon 2019). 

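On noni, *Osi6* (GM10867), *Osi7* (GM10868) and *Osi8* (GM10869) were not tested. In the authors' deposited table they are listed at 0, 0 and 0.263 FPKM in control and at 0.186, 0.181 and 0.332 FPKM in noni. Over 22 genes of a list of late embryo cuticle genes, which includes these 3, the highest value in either diet was 0.445 FPKM and none was tested.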

Interestingly, *Est-6* expression is significantly enriched in response to l-DOPA and noni treatments, but not upon OA or HA exposure. This result may suggest that gene expression responses to the nontoxic chemicals found in the plant may be utilized as an indicator of toxin presence and therefore eliciting a gene expression response to help overcome the toxic chemicals that would also be found in the plant. 

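*Est-6* lies on scaffold 0 from 4366819 to 4368497, and its log2 ratio of noni to control was 0.71 with a recomputed q-value of 0.00483. With 1 FPKM added to both values the log2 change of *Est-6* was 0.70, higher than that of 97.0% of the genes tested. By size alone it was larger than that of 90.7% of them. The neighbouring *Est-P* on scaffold 0 from 4368696 to 4370390, also listed under the name *Est-6*, was not tested and is listed under 1 FPKM in both diets in the authors' deposited table.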

As these genes expression response to each of these chemicals evolved together in response to exposure to all components simultaneously, it may be that responses to one chemical confer trait differences important for life in the presence of different components found in noni fruit.

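The 12 predicted TFs tested on noni had a median of 17.7 FPKM, as the mean of both diets, against 30.0 FPKM for all genes tested. Their values ranged from 7.94 to 64.3 FPKM. The 8 predicted TFs that were not tested were at 1.53 FPKM or less, and 2 of them are listed at 0 FPKM in both diets. The median size of the log2 change was 0.26 for the tested TFs and 0.22 for all genes tested, and 1 TF changed by at least 1 on the log2 scale.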

Most TFs in our data set are expressed lowly and change little but small changes in TF abundance can alter gene expression in response to external stressor or chemical and may be observable by looking at changes in expression of downstream targets of TFs by RNA-seq. In order to predict which TFs are regulating the transcriptional response to noni in *D. sechellia*, we utilized i-*cis*Target to analyze DEGs to find shared TF binding motifs between DEGs. Expression of each predicted TF was analyzed in response to each treatment, and only a handful are significantly differently expressed between control and treatment measured by RNA-seq (Supplementary Tables 1–4).

All 5 members of the GATA family of TFs are predicted to regulate the expression of DEGs in noni and l-DOPA treatment, along with *srp* being predicted to also regulate DEG expression in HA treatment, but only *GATAd* is significantly upregulated in l-DOPA treatment. U-shaped, the Friend of GATA protein that binds GATA family of TFs that has been previously shown to be involved in fatty acid metabolism (Lenz *et al.* 2021) is significantly upregulated in l-DOPA treatment. Expression of GATA factors may be responding to noni and l-DOPA treatment in order to help metabolize volatile fatty acids found in noni fruit that are concurrently experienced by *D. sechellia* in their natural environment when feeding on noni fruit.

*Dorsal* (dl), a TF involved in Toll immune signaling in *Drosophila* (Valanne *et al.* 2011), is significantly upregulated only in l-DOPA treatment (Supplementary Table 2). 

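On noni, *dl* (GM17128) had a log2 ratio of 0.23 with a recomputed q-value of 0.546. For *Rel*, which the paper predicts for OA and HA, the log2 ratio was -0.30 with q = 0.368, and for *ush* (GM16748) it was 0.38 with q = 0.315.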

Interestingly, no immune processes are significantly enriched upon l-DOPA exposure in *D. sechellia*, but are significantly downregulated upon OA and HA exposure. 

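Of 21 antimicrobial peptide names listed before the data were examined, 18 could be matched, to 18 genes that were all tested. On noni 16 of these genes were lower and 2 higher, and 8 were called, all lower, with log2 ratios from -1.75 for *edin* to -0.78 for *Drs* (GM14569, q = 0.0475). The call of *Drs* was lost without the genes at 0 FPKM in either diet (q = 0.0504) and with centring by locus length (q = 0.158). Adjusted over the list alone, 15 were called. The names of all but 3 of the genes come from the paper's tables of DEGs. Of these 3, *CecC* and *CecB* were higher and *CecA1* was lower (-0.85, q = 0.0810), and none was called. The median of the list therefore rests mostly on names found through these tables. The median log2 change with 1 FPKM added was -0.80, at percentile 0 of matched random lists, and -0.84 when centred on the median of all genes. *CecC* (0.33, q = 0.730) and *CecB* (0.15, q = 0.952) were the genes that rose. *Mtk* (GM21609) was lower, at -0.60 with q = 0.240, and *AttC* (GM21465) at -0.75 with q = 0.150. *IM18* (GM15526) was called with a log2 ratio of -1.75.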

Of the genes significantly differentially expressed in all 4 treatments, many are involved in immune processes. As genes involved in insect immunity are being downregulated in response to OA and HA, future studies examining how the insect microbiome may play a role in the specialization of *D. sechellia* to noni fruit and perhaps resistance to its volatile fatty acids are needed. Gene regulatory response to fatty acids in concert with other components of noni fruit may be involved in regulating the immune system to facilitate the interaction of *D. sechellia* with its toxic host. *sim*, a TF that has been previously shown to be a repressor involved in nervous system development (Thomas *et al.* 1988; Estes *et al.* 2001), is significantly upregulated in both noni and l-DOPA treatments (Supplementary Fig. 1). In our network prediction, *sim* is predicted to regulate genes responding to OA, HA, and noni treatments, making it an excellent candidate for a master regulator that evolved to facilitate *D. sechellia* host specialization.

Examining the TFs that are predicted to regulate *Osiris* gene expression may help elucidate how they are regulated in response to OA in *D. sechellia*. From our network analysis of genes responding to OA exposure in *D. sechellia*, the TFs *Ken and Barbie* (*Ken*) and *Blimp-1* are predicted to regulate the expression of *Osi6*, one of the *Osiris* genes that was upregulated upon OA exposure in *D. sechellia* and shown to be involved in resistance to OA toxicity (Andrade Lopez *et al.* 2017; Lanno *et al.* 2017). More closely examining possible interaction(s) between these TFs and *Osiris* genes may shed light on their role in OA resistance.

Separating out genes involved in fruit metabolism compared to genes involved in responding to toxic substances is important for understanding this interaction. Previous work has shown that specialist fruit flies *D. sechellia* and *D. elegans* live significantly longer on protein-rich foods than generalist sister species (Watada *et al.* 2020). Noni fruit has a low amount of sugar and is relatively nutrient poor compared to other fruits (Singh *et al.* 2012), so understanding how *D. sechellia* has specialized to use this resource for feeding and breeding and if their transcriptional response plays a role in the metabolism of noni may shed light on how animals alter metabolism to specialize on nutrient poor sources. Examining the potential role of predicted TFs and other DEGs may help us understand the transcriptional response of *D. sechellia* to noni fruit and shed light on the genetic basis of *D. sechellia* evolved specialization on its toxic host plant. Using network prediction tools to understand the regulatory environment of gene expression may elucidate how gene regulation is being altered that would be missed in the analysis of DEGs alone, especially when there are hundreds of DEGs to analyze. Using a combination of transcriptome sequencing with methods to predict which TFs are responsible for gene expression responses due to external compounds may elucidate how insects are able to adapt to harsh environments and evolve to specialize on new and frequently toxic host plant species.

## Supplementary Material

jkac153_Supplemental_Tables Click here for additional data file.

jkac153_Supplemental_Figure Click here for additional data file.

## Data Availability

All RNA-seq data generated in this article have been submitted to the NCBI Gene Expression Omnibus under accession number GSE205467. Supplemental material is available at *G3* online.

# Supplementary material for: Genomics analysis of Drosophila sechellia response to Morinda citrifolia fruit diet
**Source:** G3 (Bethesda). 2022 Jun 23;12(10):jkac153. doi: 10.1093/g3journal/jkac153
**Supplement:** jkac153_Supplemental_Figure

**Supplemental Figure Legends:**

**Figure S1, Change in expression of predicted TFs in response to noni treatment.** A. Transcription factors predicted by i-*cis*Target to regulate the expression of upregulated DEGs in noni treatment and the mean of the log_2_ Fold Change is shown. None of these transcription factors are significantly differentially expressed in response to noni treatment. B. Transcription factors predicted by i-*cis*Target to regulate the expression of downregulated DEGs in noni treatment and the mean of the log_2_ Fold Change is shown. *Sim* is the only of these transcription factors found to be significantly differentially expressed in response to noni treatment.

**Figure S2, Predicted gene regulatory networks (GRNs) from analysis of significantly differentially expressed genes (DEGs) using i-*cis*Target and visualized using Cytoscape**. A. Upregulated DEGs were analyzed and a predicted GRN was assembled, predicting the transcription factors (TFs) *Adf1, EcR, gcm, Hey, Mad, RPII215, Sidpn, sima,* and *sr* (red) to be regulating the expression of upregulated DEGs (purple). Other known targets of these TFs that are not significantly differentially expressed are shown (green). B. Downregulated DEGs were analyzed and a predicted GRN was assembled, predicting the transcription factors *GATAd, GATAe, grn, ham, pnr, sd, sim, srp, zfh1,* and *zld* (red) to be regulating the expression of downregulated DEGs (green). Other known targets of these TFs that are not significantly differentially expressed are shown (orange).

**Figure S3. Predicted gene regulatory networks for each treatment are shown.** Predicted transcription factors are shown in green, upregulated DEGs are shown in red, downregulated DEGs are shown in blue, and other targets of these TFs are shown in yellow.

How the deposited data were processed for this re-analysis (not part of the article)

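RNA of whole adult female *D. sechellia* kept for 24 h on control food or on control food with 1 g of rotten noni pulp was measured by RNA-seq. There were 3 libraries per diet, each of 10 flies, and the libraries were grouped by the diet in their labels. The depth per library is that of the paper's Table 1: 18496450, 19440620 and 17123579 mapped reads for control and 17939488, 15801506 and 14181949 for noni. No fragment count of any gene was used, so no interval or counting limit is given for single values.

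The authors checked the reads with FastQC, mapped them with Bowtie2 to dsec_caf1 and ran Cuffdiff with the Ensembl annotation of that build. The FPKM values in the authors' deposited table are Cuffdiff's, with geometric normalization, library size correction and bias correction, and each is pooled over the 3 libraries of a diet. The test statistic deposited there is Cuffdiff's score for the change from control to noni. The p-values and q-values deposited there are Cuffdiff's, with Benjamini-Hochberg adjustment over the genes tested. Symbols in place of infinite log ratios show that the table passed through a spreadsheet, so the deposited log ratios were not used.

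From the deposited FPKM values the log2 ratio of noni to control was computed for each gene above 0 in both diets. The q-values were computed again from the deposited p-values over the 11310 genes tested, and genes with a q-value under 0.05 were called. The largest difference between a recomputed and a deposited q-value was 5.28e-07. RNA classes were read from gene names. Locus starts in the table count from 0, because after adding 1 to the start 48.2% of the locus lengths are multiples of 3, against 26.2% otherwise, and positions are given counted from 1. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

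Lists of genes were written before the data were examined: chorion, vitelline membrane, yolk protein, maternal germline, early zygotic, late embryo cuticle, antimicrobial peptide, midgut digestive, alkaline phosphatase, metallothionein, neuronal, photoreceptor, muscle and male reproductive genes, the predicted TFs, the GATA factors and the genes called in all 4 treatments. Names were matched to genes through the ortholog columns of the supplementary tables and the names in the deposited table. Where at least 80% of the names of a list were matched, the median of the log2 change, with 1 FPKM added to both values, was taken over its genes with a mean of at least 1 FPKM. It was placed among 10000 random lists of the same size drawn from 20 bins of mean FPKM. The supplementary copies used for names hold 1998 genes of the noni table, 643 of the L-DOPA table, 93 of the HA table and 103 of the OA table. The L-DOPA and OA copies hold fewer genes than the paper gives (743 and 127), and so does the HA copy when only its 54 genes with an ortholog are counted (56 in the paper), so no overlap or enrichment test was run on them.

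Genes named in the text were chosen by a rule fixed before the data were examined: every gene that the paper names, the extremes of the lists, and the 5 largest rises and 5 largest falls among genes called with at least 1 FPKM in both diets. Genes outside the rule are said to be so. The calculation of q-values and of centred statistics was tested on simulated data for 11310 genes, of which 200 were changed. After centring, 96.5% of the changed genes were recovered, and 4.46% of the calls were on unchanged genes. The simulated p-values had no smallest step, so centring of genes at the smallest deposited p-value was not covered. Of 100 simulated lists without a shift, 6 fell outside percentiles 2.5 to 97.5.

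The alternatives tried were a q-value under 0.01, Bonferroni adjustment, a mean of at least 1 or 10 FPKM, a log2 change of at least 1, the omission of genes at 0 FPKM or of rRNA and snoRNA genes, 1 gene per locus, centring on the median, another pseudocount and exactly 1 ortholog. The control FPKM values were compared between the noni table and the supplementary copies of the other treatments, and the overlap expected from shared controls was simulated 200 times. A centring on locus length in 10 bins and further forms of the simulation were added after the data had been seen. Models on single libraries, leaving out libraries and other splits of the libraries were left out because the table holds no value of a single library. GO and TF predictions were not repeated.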

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

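The genes in this part were singled out after their values had been seen, and so were most of the tests here. The metallothionein list and its main median were set before the data were examined. *Ctr1B* also falls under the rule for the 5 largest falls, which was fixed before. *MtnA* and *Ctr1B* were singled out because the paper's text does not discuss them. The genes listed at 0 FPKM were taken as a set, which the text does not treat, although it names some of them, such as *Neu2*, *CG14915*, *CG15876* and *CG6885*.

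*MtnA* was higher on noni, with a log2 ratio of 1.16 and a recomputed q-value of 0.00272. In the authors' deposited table it is listed at 7387 FPKM in control and 16470.3 FPKM in noni, above 99.9% of the genes tested by its mean. Longer genes tended to be higher on noni, but *MtnA*, with 359 nt, is among the shortest 8.13% of the genes tested, and its log2 ratio was 1.31 after removal of that trend. This argues against the length trend as the cause. A general rise of metallothionein genes stays open. *MtnC* was also higher (0.61, q = 0.0820) and was called with centring by locus length (q = 0.0171), whereas *MtnB* (-0.35, q = 0.489) and *MtnD* (-0.36, q = 0.847) were lower without being called. The median log2 change of the 4 genes was 0.13, at percentile 90.1 of matched random lists, and 0.28 at percentile 97.2 with centring by locus length. A response to metal in the noni food may be one explanation. It could not be tested, since the diet is the only difference that the design names.

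*Ctr1B* (GM23723) showed the largest fall among the genes called with at least 1 FPKM in both diets, a log2 ratio of -4.36. After removal of the length trend it was -4.40, which argues against that trend as the cause. Reads shared with a related gene were not tested. The direction is opposite to that of *MtnA*, and a response of both genes to metal in the diet may be put forward only as a hypothesis, found and not tested in these data.

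A set of 30 genes called is listed at 0 FPKM in noni, with 2.30 to 1276 FPKM in control as calculated from the authors' deposited table. By a rough estimate, fewer mapped reads in the noni libraries do not account for the 0 values. From the control FPKM, the locus length and the mapped reads, at least 55.7 fragments were estimated on noni for each gene. The median was 532. This estimate takes the locus length for the transcript length and is too high for genes with long introns. It may also be too high for short loci, such as the snoRNA locus of 81 nt, where FPKM may be scaled by a shorter length. For short genes it is not a firm minimum. Of the 30 genes, 15 are on the early zygotic lists, 4 are 5S rRNA genes and 1 is a snoRNA gene. Whether Cuffdiff set some values to 0 for another reason, such as its treatment of reads that map to several places, could not be tested from 1 value per diet. The early zygotic genes are taken up under the other observations.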

How the results depend on the processing

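The alternatives here were set before the data were examined, except the centring on genes of similar locus length and the simulations with another statistic, with tested genes only and with uneven spreads, which were added after the data had been seen.

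The count of 503 DEGs stayed between 453 and 544 when the genes were limited to a mean of at least 10 FPKM (460), when genes at 0 FPKM (453) or rRNA and snoRNA genes (456) were left out, when each locus was counted once (502), and with centring on the median (544) or by locus length (461). A minimum of 1 FPKM removed no gene tested, so it shows nothing. The count fell to 262 at a q-value under 0.01 and to 201 with a log2 change of at least 1. With Bonferroni adjustment it was 0, which the step of the p-values fixes in advance. Downregulated genes made up 64.4% of the DEGs, and 74.6% after centring on the median, with 406 lower and 138 higher. Of the 544 genes called then, 460 were among the 503. After centring by locus length 341 were lower and 120 higher, and 393 were among the 503.

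The count of called genes with an ortholog was 384 with exactly 1 ortholog. The 27 called 5.8S rRNA genes became 31 with 5S rRNA genes, and 97 when all genes tested were counted, called or not. The predicted TFs called rose from 1 to 4 at an unadjusted p under 0.05, as follows from the weaker threshold.

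The medians of the lists that could be used kept their sign under all of the alternatives run. The position among random lists moved from inside to the outer 5% of them, or back, only for the predicted TFs of the downregulated set, with a median of 0.45 at percentile 98.9 over the 4 genes with a mean of at least 10 FPKM, against 0.29 at 96.4 over 8 genes in the main setting. Without a filter it was 0.11 at percentile 67.7 over all 10 genes, so the list's position depends on the filter. The chorion median lay between 1.54 and 1.58 and the antimicrobial peptide median between -0.84 and -0.73. For the early zygotic genes called in the study the median was -3.02 with a pseudocount of 1 and -5.99 with 0.1, because most are listed at 0 on noni. Of the early zygotic genes on the independent list, 5 were lower with a mean of at least 1 FPKM and 10 without a filter, out of as many genes.

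The control ratios between tables moved by less than their spread. In the simulation with shared controls and an even spread of the genes, the mean overlap of noni and L-DOPA was 86.5 genes. With independent controls and the same even spread it was 17.9. With the controls shared, it was 162 with an uneven and 237 with a more uneven spread. No uneven run had independent controls, so these values do not isolate the effect of shared controls.

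Of 130 named genes tested, 72 were called, none of them with Bonferroni adjustment. Centring on the median lost 2 of these calls and added 3, and centring by locus length lost 5 and added 3. Leaving out genes at 0 FPKM kept 115 of the 130 named genes, and 2 of those kept lost their call. The named genes that it removed are listed at 0 FPKM in noni and had all been called, so their calls are not tested there. Leaving out rRNA and snoRNA genes lost 1. No named gene that was called in either setting changed its direction.

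No paired analysis was possible because the authors' deposited table holds 1 value per diet and none of a single library. For the same reason, leaving out each library in turn, the replicate number as a block, limma on libraries and other splits of the libraries were not run, and no statement is made on how far 1 library decides a result. The tissue comparison was not run because too few neuronal, photoreceptor, muscle and midgut names were matched. The p-values, in whole multiples of 5e-05, limit any ranking among the most significant genes.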

Differences from the paper's values

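With the paper's threshold and all genes tested, none of the counts computed here differed from the paper's by more than 1.5 times. They did with a q-value under 0.01 (262 DEGs, 82 higher and 180 lower), with a log2 change of at least 1 (201, with 54 and 147) and with Bonferroni adjustment (0), against the paper's 503, 179 and 324. The paper's results give 31 of the DEGs without an ortholog as 5.8S rRNA genes. By the names in the authors' deposited table, the calls were 27 5.8S rRNA genes and 4 5S rRNA genes, and only counting both classes together reaches the paper's 31.

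The paper states that 18S rRNA genes were downregulated on noni. Here 0 of 6 were called and 6 of 6 were higher, with 0 at an unadjusted p under 0.05. The paper also states that snoRNAs were downregulated, and of the 2 called here, 1 was higher and 1 lower.

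For DEGs with an ortholog, 426 were counted here, as in the paper's Table 2; its text gives 421 after removing uncertain ones. The deposited table holds 17273 genes, against the paper's 17275. The horizontal axis of Fig. 2B is labelled as control over noni, whereas the called genes computed as noni over control run from -4.36 to 2.98, as the points of the figure do.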

Other observations

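The comparison of control values was planned before the data were examined, but its outcome had been seen when the test was written. The tests on 18S rRNA, short RNAs, early and late embryos, the spread of chorion genes and neighbouring genes were chosen after the result was seen. The simulations with uneven spreads were added after the first simulations.

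The control FPKM of the noni table was compared, gene by gene, with the paper's control FPKM for the other treatments. For L-DOPA the median ratio over 624 genes was 0.959, and the upper quartile of the ratio was 1.0005 times the lower. For HA, over 87 genes, these values were 1.01 and 1.003. For OA, over 71 genes, they were 0.983 and 1.04, and 97.2% of the ratios lay within 10% of the median. Between the diets of the noni experiment itself, the same quartile ratio was 1.37 over the genes tested. For L-DOPA and HA, 100% of the ratios lay within 1% of the median. With quartile ratios of 1.0005 and 1.003, this argues against separate control libraries behind the comparisons with noni, L-DOPA and HA. For OA the ratios spread more (1.04), so the same libraries with other processing, or partly shared libraries, may be behind them. The paper's text does not name the controls of the other treatments.

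Comparisons with shared controls overlap even when no treatment has an effect. With the paper's numbers of DEGs and 3 libraries per group, 200 simulations of unchanged treatments gave a mean overlap of 86.5 genes between noni and L-DOPA (69 to 111), against the paper's 173. With an ordinary t statistic the mean was 80.4, and with the genes tested only it was 102. These simulations give every gene the same spread. With an uneven spread (natural log SD of 0.5) the overlap ranged from 136 to 192, which includes the paper's value. With a more uneven spread (SD of 1) it ranged from 202 to 261. Both SDs are arbitrary and were chosen after the first simulations, and the true spread could not be had from pooled values. In the uneven runs, genes were ranked by the difference itself, not scaled by the gene's own spread. Widely spread genes can then enter both lists even without shared controls. No uneven run with independent controls was made, so the uneven ranges do not show what shared controls alone would give. The direction of the shared genes does not decide either. With an even spread at least 98.9% of them had the same sign in the first simulations and at least 87.8% with the ordinary t statistic, the lowest share of any even setting with shared controls. It was at least 90.2% with the uneven spread, against the paper's 86.1%, but with the more uneven spread the share ranged from 82.3% to 94.8%. No single setting run here gave both of the paper's values. How much of the overlap comes from the shared controls and how much from common responses to the treatments cannot be told apart.

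Genes of the early embryo were lower on noni. Of 18 early zygotic genes that the study's own tables name, all were lower, 17 were called and 14 are listed at 0 FPKM on noni. These were selected from tables of DEGs, so they test nothing. A separate list of 29 early zygotic names was written before the data were examined, and 10 of them could be matched, all lower on noni. For 8 of these the name came from no table of DEGs. Among random lists matched on mean FPKM, 0.73% had all genes lower. With 10 of 29 names matched the test is void by the limit used here, and whether RNA of early embryos was present in the control libraries cannot be told apart from a change in the flies. It may be a candidate explanation, through eggs that had begun to develop in or on the control flies. RNA of late embryos or larvae is argued against, since the highest control value of 22 late embryo cuticle genes was 0.430 FPKM. In the paper's tables for L-DOPA, HA and OA, 13, 12 and 11 of the 18 genes are present, all lower than control. The control values argue against separate controls for L-DOPA and HA, so these are not independent observations. For OA the same holds if its controls are shared. Of the 8 genes called in all 4 treatments, 5 are on this list. The 8 were chosen by their calls, so their median log2 change tests nothing. It was -2.07 with 1 FPKM added and -4.24 with 0.1 FPKM added.

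The fall of the 5.8S rRNA genes was set against technical explanations. Less ribosomal RNA carried through the poly(A) selection would lower 18S rRNA too, but the median of the 18S rRNA genes was 0.24. This rests on 6 genes, none of them called (smallest recomputed q = 0.916). Reads moved between copies would leave their sum unchanged, but the sum on noni was 0.633 of that on control. A loss of short RNAs stays open. The 5S rRNA genes, with loci of 117 to 120 nt, fell further than the 5.8S rRNA genes. Of 26 tested, 25 were lower, with a median of -1.92, and their summed FPKM on noni was 0.218 of that on control. The 184 tested genes of up to 200 nt that are not rRNA genes had a median of -0.052, with 97 of them lower. After this value was seen, snoRNA and snRNA genes of that length were taken alone, and these 50 genes had a median of 0.11 (95% bootstrap interval -0.22 to 0.32). Members of both sets went both ways, and all tested snoRNA genes together had a median of -0.37, so these values do not decide. Length here is that of the locus, which for tested snoRNA genes reaches 31909 nt and need not be the length of the RNA. Genes left out of the 50 are therefore not always longer RNAs. A response of rRNA to the diet also stays open and may not be separated from a loss of short RNAs here.

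A larger share of eggshell-forming tissue on noni would raise all chorion genes by a common factor. Of the 17 genes, 5 lay more than 2 SD from the list's median, with the SD taken from each gene's p-value. This test is void, because 12 of the genes have the smallest p-value that occurs, which gives only an upper limit of the SD, and the 5 are the genes above it. The names also come from tables of DEGs. Whether a larger share of this tissue, a shift among stages of eggshell formation or a change within cells raised these genes cannot be told apart. After removal of the length trend the median of the list was 1.54, so that trend does not account for the rise.

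Genes called lay next to each other more often than chance positions give. Outside the RNA classes, 51 neighbouring pairs were called in the same direction, 16 higher and 35 lower, and 6 in opposite directions. Over 10000 shuffles of the calls the mean was 9.72 and the highest count 23. The 3 longest runs were 6 genes from *Cp7Fa* to *Cp38* (higher), 4 genes listed as orthologs of *LysB*, *LysD* and *LysE* (lower) and 4 genes from *Mdr49* to *CG13321* (lower). Duplicated genes that share reads would be called together, and this was not tested.

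Falls outnumbered rises among the genes called. A downward shift of all normalized values on noni is argued against, since the median log2 ratio of the genes tested was 0.05. Centring on this median left 406 genes lower and 138 higher. As the median was above 0, centring could only move genes towards lower, so these counts are no separate test. Across the genes tested, which are not independent replicates, log2 change and locus length had a Spearman's rho of 0.156. It was 0.141 without the small RNA classes. The median log2 ratio rose from -0.15 in the shortest of 10 bins to 0.11 in the longest.

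Other lists gave few values. None of 15 neuronal and 15 photoreceptor names could be matched. Of 21 muscle names 2 were matched, both higher, and *Zasp67* (GM24841) was called at 0.84 (q = 0.0385) but not after centring on the median (q = 0.0532) or by locus length (q = 0.0997). Of 21 male reproductive names 7 were matched, with at most 0.0452 FPKM. The predicted TFs of the upregulated set had a median log2 change of 0.19, at percentile 82.0, over 6 of 10 genes. Without a filter it was 0.0040 at percentile 57.7 over all 10.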
